# Cellular androgen content influences enzalutamide agonism of F877L mutant androgen receptor

**DOI:** 10.18632/oncotarget.9816

**Published:** 2016-06-03

**Authors:** Daniel J. Coleman, Kathryn Van Hook, Carly J. King, Jacob Schwartzman, Robert Lisac, Joshua Urrutia, Archana Sehrawat, Josha Woodward, Nicholas J. Wang, Roman Gulati, George V. Thomas, Tomasz M. Beer, Martin Gleave, James E. Korkola, Lina Gao, Laura M. Heiser, Joshi J. Alumkal

**Keywords:** genitourinary cancers: prostate, hormone signaling and inhibitors, regulation of gene expression in drug resistance, androgen receptor mutations, BET bromodomain inhibition

## Abstract

Prostate cancer is the most commonly diagnosed and second-most lethal cancer among men in the United States. The vast majority of prostate cancer deaths are due to castration-resistant prostate cancer (CRPC) – the lethal form of the disease that has progressed despite therapies that interfere with activation of androgen receptor (AR) signaling. One emergent resistance mechanism to medical castration is synthesis of intratumoral androgens that activate the AR. This insight led to the development of the AR antagonist enzalutamide. However, resistance to enzalutamide invariably develops, and disease progression is nearly universal. One mechanism of resistance to enzalutamide is an F877L mutation in the AR ligand-binding domain that can convert enzalutamide to an agonist of AR activity. However, mechanisms that contribute to the agonist switch had not been fully clarified, and there were no therapies to block AR F877L. Using cell line models of castration-resistant prostate cancer (CRPC), we determined that cellular androgen content influences enzalutamide agonism of mutant F877L AR. Further, enzalutamide treatment of AR F877L-expressing cell lines recapitulated the effects of androgen activation of F877L AR or wild-type AR. Because the BET bromodomain inhibitor JQ-1 was previously shown to block androgen activation of wild-type AR, we tested JQ-1 in AR F877L-expressing CRPC models. We determined that JQ-1 suppressed androgen or enzalutamide activation of mutant F877L AR and suppressed growth of mutant F877L AR CRPC tumors *in vivo*, demonstrating a new strategy to treat tumors harboring this mutation.

## INTRODUCTION

Prostate cancer is the most commonly diagnosed and second-most lethal cancer in men in the United States [1]. The vast majority of prostate cancer deaths are due to castration-resistant prostate cancer (CRPC) – the lethal form of the disease that has progressed despite therapies that interfere with activation of the androgen receptor (AR) [1]. Recent work demonstrates that CRPC cells are capable of synthesizing their own androgens and that these intratumoral androgen levels are sufficient to maintain AR function [2, 3]. These discoveries led to the development of the second generation anti-androgen enzalutamide that suppresses CRPC tumor growth in pre-clinical models [4]. Recently, two phase III clinical trials demonstrated a significant overall survival benefit with enzalutamide treatment vs. placebo, leading to enzalutamide's approval for CRPC patients [5, 6]. However, many patients do not respond to enzalutamide treatment, and disease progression is nearly universal. Thus, understanding mechanisms that contribute to enzalutamide resistance is crucial for the development of more effective treatment strategies.

Previously, several groups identified mutations in the AR ligand binding domain (LBD) that convert first-generation anti-androgens such as bicalutamide and flutamide to AR agonists rather than antagonists [7, 8]. Clinically, discontinuation of these first-generation anti-androgens leads to so-called “anti-androgen withdrawal” effects (PSA declines) in as many as 25% of patients [9]. Several groups have detected F877L mutations (alternatively described as F876L based on older genomic builds) in the AR LBD following chronic treatment of prostate cancer cell lines with enzalutamide or other second-generation anti-androgens such as ARN-509 [10–12]. AR F877L mutations confer resistance to enzalutamide treatment and have been shown to cause an antagonist to agonist switch in some cases [10–12]. Approximately 5-10% of patients harbor F877L mutations after treatment with novel anti-androgens such as enzalutamide or ARN-509, demonstrating the clinical relevance of this mutation [11, 13]. However, anti-androgen withdrawal effects after discontinuing enzalutamide are only observed in a small percentage of patients [14]. Mechanisms that contribute to enzalutamide agonism of AR function are not fully understood, and it is not clear why enzalutamide anti-androgen withdrawal effects are rarely observed in the clinic. Further, there are currently no effective treatments to suppress mutant F877L AR function.

In this study, we used cellular models to identify molecular mechanisms that contribute to enzalutamide agonism of mutant F877L AR. We determined that enzalutamide treatment of AR F877L-expressing cells led to greater agonistic effects when the cells were cultured in conditions with low androgen ligands. This suggests that the androgen content of the cell may determine whether enzalutamide has the capacity to activate mutant F877L AR. Further, we found that enzalutamide activation of mutant F877L AR leads to induction of a similar, albeit smaller, set of genes that are activated by the natural AR ligand dihydrotestosterone (DHT). This suggests that DHT is a more potent activator of AR function.

Finally, prior work showed that inhibition of the BET bromodomain family of chromatin readers is an effective strategy to suppress androgen ligand activation of wild-type AR [15]. We determined that BET bromodomain inhibition also interferes with either androgen or enzalutamide activation of mutant F877L AR and suppresses CRPC cell viability *in vitro* and *in vivo.* Thus, BET bromodomain inhibition is a promising strategy to block AR F877L function irrespective of whether the AR ligand is androgens or enzalutamide.

## RESULTS

### Androgens influence enzalutamide agonism of mutant F877L AR

In order to study the problem of acquired enzalutamide resistance, several groups have chronically treated prostate cancer cell lines *in vitro* or *in vivo* with enzalutamide. One example is the MR49F cell line that was derived after LNCaP cells were implanted in castrated mice and treated chronically with enzalutamide [16, 17]. MR49F cells have been previously found to contain an AR F877L mutation [18] and a nearly full copy number gain of the AR versus their parental LNCaP CRPC derivative cell line called V16D [19]. To confirm the mutational status of these cell lines, we used PCR to amplify a 624 bp region encoding the AR LBD in both MR49F and V16D cells and then performed Sanger sequencing on the products. Sequencing confirmed a T→C mutation corresponding to the mutant F877L AR in MR49F cells but not in the parental V16D line (Figure 1A). To determine if background observed in the V16D sequencing trace (Figure 1A) was due to this mutation being present at low frequency in the parental V16D cells, we performed a restriction digest on the PCR products. The T→C base pair change that corresponds to the F877L mutation results in the generation of an MwoI restriction site. No digestion with MwoI was observed in the PCR products amplified from V16D cells (Figure 1B). On the other hand, MwoI digestion of the PCR product amplified from MR49F cells led to digestion products of 489 and 187 base pairs (bp). The presence of the upper, undigested 624 bp band in the MR49F PCR product indicates that the F877L mutation in MR49F cells is heterozygous (Figure 1B). Overall, these results demonstrate that the AR F877L mutation is not readily identifiable in parental V16D cells and suggests that this mutation may be acquired with enzalutamide resistance, which matches prior reports [10, 11].

**Figure 1:**
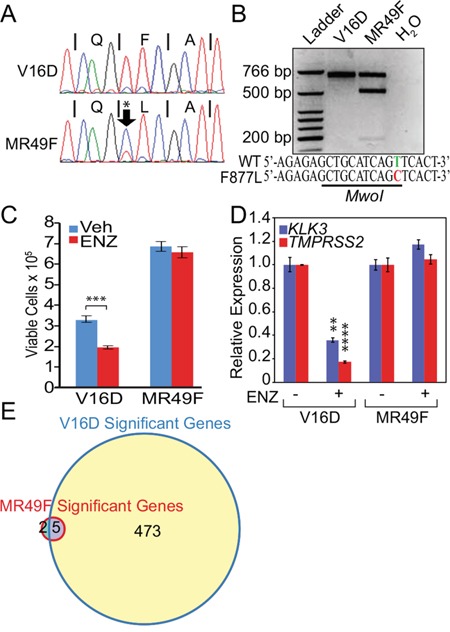
Mutant F877L AR-expressing MR49F cells are resistant to enzalutamide, but agonist effects are not seen in androgen-replete conditions **A.** Sanger sequencing trace of a 624 bp PCR product amplified from parental V16D or MR49F cell line genomic DNA, containing the region encoding the AR LBD. A T→C mutation corresponding to the F877L mutation was detected specifically in MR49F cells. **B.** Restriction digests of the PCR products from V16D or MR49F cells with MwoI. This enzyme only digests this DNA fragment if it harbors a T→C F877L mutation. Retention of an upper, 624 bp band in the MR49F digest demonstrates that this mutation is heterozygous. **C.** Trypan Blue assay of cell viability. V16D and MR49F cells were grown in full serum and were treated with vehicle or 10 μM enzalutamide for five days. Data are means of three biological replicates; error bars represent standard deviations. *** = p≤0.001, unpaired 2-tailed t-test. **D.** RT-qPCR of canonical AR target genes *KLK3* and *TMPRSS2* following 24 hour treatment with vehicle or 10 μM enzalutamide. Data are mean RQ (ΔΔCt method) of three biological replicates; positive and negative error bars represent standard error of the mean (SEM). ** = p≤0.01, **** = p≤0.0001, unpaired 2-tailed t-test with Benjamini-Hochberg False Discovery Rate. Comparisons were made between vehicle and enzalutamide treated samples. **E.** Venn diagram of RNA-seq transcriptional changes after 24 hour enzalutamide treatment (10 μM) demonstrating 478 significant differentially-expressed genes in parental V16D cells but only seven in resistant MR49F cells. Expression data per gene represent the mean, log2-transformed FPKM values of three biological replicates. After filtering based on variance, we used a t-test to determine significant differentially-expressed genes in the enzalutamide vs. vehicle-treated conditions (FDR-adjusted p-value ≤ 0.05).

Next, we cultured V16D cells or MR49F cells in growth media supplemented with fetal bovine serum (FBS). Importantly, prostate cancer cells are capable of metabolizing the testosterone found in FBS into dihydrotestosterone (DHT) at concentrations similar to those found in CRPC tumors (~1–10 nM) that promote AR function and CRPC growth [20, 21]. We treated both of these cell lines with enzalutamide (10 μM) and measured cell viability. Enzalutamide treatment reduced viability of V16D cells but did not change viability of MR49F cells (Figure 1C). Importantly, while the MR49F cells were resistant to treatment, we observed no agonistic effect on cell growth despite the fact that MR49F cells harbor an AR F877L mutation (Figure 1C). We then measured the effect of enzalutamide treatment on canonical AR target genes in V16D and MR49F cells. Enzalutamide treatment suppressed expression of *KLK3* and *TMPRSS2* in V16D cells (Figure 1D). However, enzalutamide treatment of MR49F cells did not lead to significant changes in expression of these genes. Importantly, no significant agonistic effects on gene expression were seen (Figure 1D).

To more globally examine the effect of enzalutamide on gene expression, we performed RNA-seq on MR49F or V16D cells treated with vehicle or enzalutamide. 

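MR49F cells are an enzalutamide-resistant prostate cancer line, and V16D is its parental castration-resistant line. Cells of both lines were grown in full serum and treated with vehicle or 10 μM enzalutamide for 24 h, with 3 replicates of each condition and 12 samples in all. Poly(A) RNA was made into strand-specific libraries and sequenced as single-end reads of 50 bases. The authors aligned the reads to GRCh37 (hg19) with TopHat 2.0.9, counted reads per RefSeq gene with HTSeq 0.6.1, and estimated FPKM (fragments scaled to transcript length and to the number of mapped fragments) per transcript with Cufflinks 2.1.1. The counts were used as deposited, without normalization by the authors. The strand setting of the counting is not stated. According to the paper, wells were combined in pairs for each replicate, whereas the sample labels describe plating in triplicate. The paper calls the replicates biological, but whether they were separate cultures is not stated. If they were wells of a single culture, the p-values measure only the spread between wells.

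Between 13170504 and 21154962 reads per sample were counted on genes. The median was 16249919 in vehicle-treated and 16247888 in enzalutamide-treated V16D cells, and 13856934 and 19051625 in vehicle-treated and enzalutamide-treated MR49F cells. Of the reads assigned either to a gene or to no gene or to several, 72.97% to 77.813% fell on genes. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, on genes kept by edgeR's filter on low counts, with only the groups compared in each fit and a Benjamini-Hochberg adjusted p-value of at most 0.05. No fold change cutoff was used. The coefficient of variation between replicates, from edgeR's common dispersion, was 1.83% in V16D and 5.25% in MR49F cells. Among the MR49F vehicle samples, replicate 1 differed from replicates 2 and 3 by a chi-square of 9.87 and 11.57 per degree of freedom, and replicates 2 and 3 differed from each other by 2.24. All samples were kept. The replicate numbers in the labels were checked as a pairing, by deviations from the group means. Such deviations cancel within a group, so the correlation for different numbers nearly follows from that for the same number. It is no separate reference. Deviations from the group means correlated with a mean Pearson r across genes of -0.0175 for V16D samples with the same number and 0.0087 for samples with different numbers, and of 0.0301 and -0.0148 in MR49F cells. The choices that could change the numbers are the test, the filter on low counts, the normalization, the replicate block and the use of counts or FPKM.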

Enzalutamide treatment of V16D cells led to 478 differentially-expressed genes (Figure 1E, Supplementary Figure S1A, also see Supplementary Gene Lists corresponding to these figures); gene set enrichment analysis (GSEA) showed significant enrichment for a signature of canonical AR target genes described previously [15] (Supplementary Figure S2A, also see Supplementary Gene List corresponding to this figure). 

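In V16D cells, 5276 of 14079 tested genes were differentially expressed with enzalutamide, 2565 of them increased and 2711 decreased. This number and its p-values rest on a coefficient of variation of 1.83%, which may be that between wells and not between separate cultures. With a change of at least 2-fold as a further requirement, which was chosen after seeing the data, 363 genes remained. CHRNA2, which lies on chromosome 8 of GRCh37 from 27317273 to 27337400, had the largest decrease among the genes selected by the rule set beforehand. Its expression in CPM, the counts scaled to the normalized library size, was 14.1 ± 0.379 (SD, n = 3) with vehicle and 0.132 ± 0.0207 (SD, n = 3) with enzalutamide, a log2 fold change of -6.66 (standard error 0.226, adjusted p = 2.93e-128 from edgeR's quasi-likelihood test). CCDC141 (chromosome 2, 179694484 to 179914864) had a log2 fold change of -6.24, SLC38A4 (chromosome 12, 47158544 to 47226191) of -6.13, ADH1C (chromosome 4, 100257654 to 100273903) of -6.00 and SNAI2 (chromosome 8, 49830157 to 49834299) of -4.56. MYC (chromosome 8, 128747680 to 128755197) had a log2 fold change of 0.00895 (standard error 0.0273, adjusted p = 0.833, edgeR).

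Genes increased by DHT in MR49F cells in charcoal-stripped serum were used as a set of androgen-induced genes defined in other samples. Of the 2100 such genes tested in V16D cells, 1827 had a lower estimate with enzalutamide, with a median log2 fold change of -0.133 (quartiles -0.278 and -0.0487; p = 1.67e-35 from limma's camera test, which is not a permutation test and assumes a preset correlation between genes). The real grouping gave the largest shift of the 10 groupings of the 6 samples (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The published signature was not analysed here. In a fit with the replicate number from the labels as a block, 5137 genes were differentially expressed. The samples with the same number did not deviate together (mean r of -0.0175, with 0.0087 for different numbers). The alternative that moved the number of genes most, among those set before the files were seen, was an equal-variance two-group test on log2(FPKM + 1) without the filter on variance, with 2670 genes.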

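In MR49F cells in full serum, 1181 of 13927 tested genes passed the same threshold with enzalutamide, 537 of them increased and 644 decreased. Of these, 76 changed by at least 2-fold, a cutoff applied after seeing the data. TRPM8 (chromosome 2 of GRCh37, 234826018 to 234928166) was expressed at 37.1 ± 4.75 CPM (SD, n = 3) with vehicle and 10.9 ± 0.193 (SD, n = 3) with enzalutamide, a log2 fold change of -1.77 (standard error 0.0975, adjusted p = 2.63e-06 from edgeR's quasi-likelihood test). The other genes selected by the rule set beforehand also decreased, with log2 fold changes of -2.10 for CSGALNACT1 (chromosome 8, 19261672 to 19615540), -1.99 for TBX15 (chromosome 1, 119425669 to 119532179), -1.96 for COL12A1 (chromosome 6, 75794042 to 75915983) and -1.93 for CCDC141.

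V16D and MR49F cells shared 979 of these genes, and 946 of the 979 changed in the same direction in both lines. Across the 5166 V16D genes tested in MR49F cells, the log2 fold changes in MR49F had a slope of 0.336 on those in V16D. The difference between the cell lines was tested itself as an interaction, and the cell line by enzalutamide interaction genes numbered 1006 of 14471. A block for the replicate number gave a number of MR49F genes of 1235, with 988 shared and 1039 with an interaction (mean r of deviations of 0.0301 for the same replicate number and -0.0148 for different numbers). Leaving out each sample in turn gave from 406 to 2533 genes in MR49F cells, with the highest number when vehicle replicate 1 was left out. The largest decrease came from the equal-variance two-group test without the filter on variance, with 276 genes in MR49F cells and 176 shared genes.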

On the other hand, enzalutamide treatment of MR49F cells only resulted in seven differentially-expressed genes (Figure 1E, Supplementary Figure S1B, also see Supplementary Gene Lists corresponding to these figures). In examining the RNA-seq data for AR transcripts, we determined that 61% of the MR49F RNA-seq reads mapping to the AR LBD contained the cytosine nucleotide corresponding to the F877L mutation while the remainder corresponded to the wild-type allele. Conversely, the wild-type allele was observed in 100% of reads in V16D cells. This confirms results in Figure 1 that the F877L mutation is heterozygous in MR49F cells and that this mutation is either not present or is very rare in the parental V16D line. 

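The canonical target genes KLK3 and TMPRSS2 were compared between the cell lines in full serum. KLK3 (chromosome 19 of GRCh37, 51358171 to 51364020), which encodes PSA, fell in V16D cells from 919 ± 1.75 CPM (SD, n = 3) with vehicle to 250 ± 4.54 (SD, n = 3) with enzalutamide, a log2 fold change of -1.89 (standard error 0.0245). In MR49F cells it was 1830 ± 125 (SD, n = 3) with vehicle and 1723 ± 63.5 (SD, n = 3) with enzalutamide, a log2 fold change of -0.0897 (standard error 0.0553, adjusted p = 0.341 from edgeR's quasi-likelihood test), and the difference was within the spread of the replicates. TMPRSS2 (chromosome 21, 42836227 to 42903043) had a log2 fold change of -2.48 (standard error 0.0319) in V16D and -0.189 (standard error 0.0442, adjusted p = 0.0255, edgeR) in MR49F cells. The adjusted p-values of both genes in V16D cells were at the floor of 1e-300. The decrease of TMPRSS2 in MR49F cells lost significance in at least 1 of the 6 fits that each left out a sample, where the highest adjusted p-value was 0.143 (edgeR). With limma on log2(FPKM + 1) it was not past the threshold either, at -0.141 for TMPRSS2 in MR49F full serum enzalutamide. The change was smaller in MR49F than in V16D cells for both genes, with interaction log2 fold changes of 1.79 for KLK3 (adjusted p = 4.9e-14) and 2.28 for TMPRSS2 (adjusted p = 4.4e-16, edgeR).

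Neither gene increased with enzalutamide in MR49F cells. Of the 2663 genes that were decreased in V16D cells and tested in MR49F cells, 2113 had a lower estimate with enzalutamide, with a median log2 fold change of -0.114 (quartiles -0.225 and -0.0201; p = 1.05e-30 from limma's camera test, which is not a permutation test and assumes a preset correlation between genes). The genes increased by DHT in charcoal-stripped serum had a median log2 fold change of -0.115 in MR49F cells in full serum, with 1711 of 2100 below 0 (p = 1.64e-32 from camera, and p = 0.1 for both sets from an exact permutation test of the 10 groupings of the 6 samples, the smallest that the design allows). When the replicate number was added as a block, these medians were -0.113 and -0.116 for the V16D-decreased genes in MR49F full serum and the DHT-increased genes in MR49F full serum (mean r of deviations of 0.0301 for the same replicate number and -0.0148 for different numbers). The setting that moved them most was limma's camera test on log2(FPKM + 1), with medians of -0.0877 and -0.0443. Together with the growth data, the paper takes the absence of target gene induction as evidence that enzalutamide does not act as an agonist in these cells at this androgen level.

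**Figure D1:**
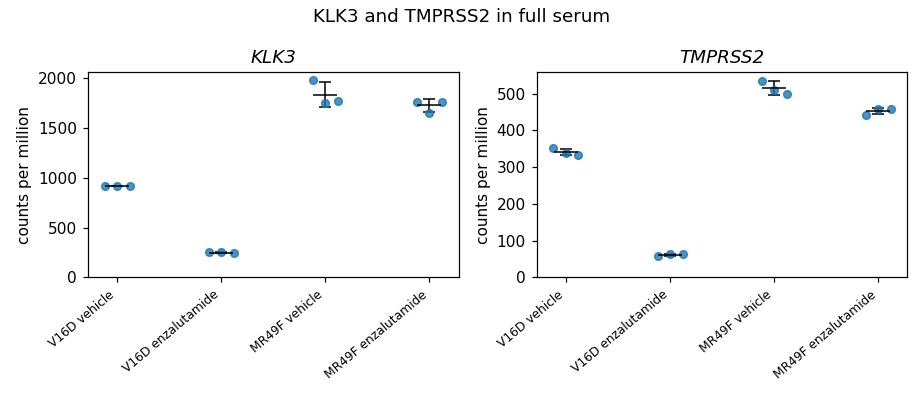
Expression of KLK3 and TMPRSS2 in full serum, in CPM on the vertical axis, for V16D and MR49F cells treated with vehicle or enzalutamide. Points are the 3 replicates and the bars show the mean and SD. In V16D cells all enzalutamide-treated samples lie far below the vehicle-treated samples (KLK3 at 250 against 919 CPM), while in MR49F cells the KLK3 groups are at 1723 and 1830.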

Overall, the above results demonstrate that enzalutamide does not confer a growth advantage or activate AR transcriptional activity when AR F877L-expressing cells are cultured with androgen levels similar to CRPC tumors.

To confirm that MR49F cells were still AR-dependent, we grew these cells in FBS supplemented with enzalutamide and then suppressed AR with RNAi. AR knockdown significantly decreased cell viability and expression of AR target genes (Supplementary Figure S3). These data demonstrate a continued dependence of AR in enzalutamide-resistant MR49F cells despite enzalutamide treatment.

Because of these results, we hypothesized that androgens may compete for enzalutamide activation of mutant F877L AR. Therefore, we cultured MR49F cells in androgen-depleted conditions using medium supplemented with charcoal-stripped FBS, which contains ~80% less total testosterone than medium supplemented with standard FBS [20]. We then added either vehicle, 1 nM DHT (based on prior reports that this level of DHT is commonly found in CRPC metastases) [21], 10 μM enzalutamide, or both in combination. DHT increased cell growth as expected (Figure 2A). Enzalutamide alone also increased cell growth under these androgen-depleted conditions (Figure 2A). The combination of DHT and enzalutamide also increased cell growth, though this effect was attenuated compared to DHT alone (Figure 2A). Further, DHT alone, enzalutamide alone, or the combination in androgen-depleted conditions also increased expression of canonical AR targets: *KLK3*, *TMPRSS2*, and *NKX3.1* (Figure 2B) and increased protein levels of PSA encoded by the *KLK3* gene (Figure 2C). This suggests that the cellular androgen content influences enzalutamide's ability to activate mutant F877L AR.

**Figure 2:**
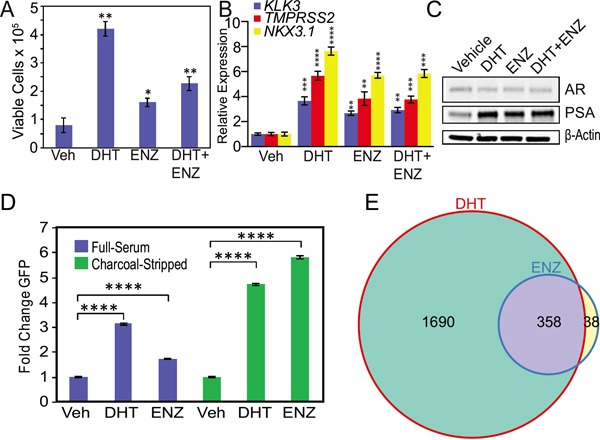
Androgen depletion accentuates enzalutamide agonism of mutant F877L AR **A.** Trypan blue cell viability assay of enzalutamide-resistant MR49F cells cultured with charcoal-stripped serum. Cells were grown for four days in medium containing charcoal-stripped serum, and then cells were treated with fresh medium containing either vehicle, 10 μM enzalutamide, 1 nM DHT, or the combination for six days. Treatment media was changed on day three. Data are means of three biological replicates; error bars represent standard deviations. * = p≤0.05, ** = p≤0.01, unpaired 2-tailed t-test. Comparisons are to vehicle treatment. **B.** RT-qPCR was used to quantify mRNA expression of canonical AR targets *KLK3*, *TMPRSS2*, and *NKX3.1* in MR49F cells cultured with charcoal-stripped serum. Cells were grown for three days in medium containing charcoal-stripped serum, and then cells were treated with fresh medium containing either vehicle, 10 μM enzalutamide, 1 nM DHT, or the combination for 24 hours. Data are mean RQ (ΔΔCt method) of three biological replicates; positive and negative error bars represent standard error of the mean (SEM). ** = p≤0.01, *** = p≤0.001, **** = p≤0.0001, unpaired 2-tailed t-test. Comparisons are to vehicle treatment. **C.** Western blots of protein lysates from experiments above in (B) were used to measure PSA protein expression in MR49F cells. **D.** LNCaP cells stably overexpressing ectopic F877L AR and a probasin promoter GFP reporter (LNCaP Pb. EGFP ^ARF877L^) were grown in full serum or charcoal-stripped serum and then treated with fresh medium containing either vehicle, 1 nM DHT, or 10 μM enzalutamide for six days. Treatment media was changed on day three. For the charcoal-stripped condition, cells were switched to medium with charcoal-stripped serum for 24 hours prior to drug treatment. GFP expression was measured with flow cytometry. Data are means of three biological replicates; error bars represent SEM. **** = p≤.0001, unpaired 2-tailed t-test. **E.** MR49F cells were grown in medium containing charcoal-stripped serum for three days, and then treated with fresh medium containing either vehicle, 1 nM DHT or 10 μM enzalutamide for 24 hours prior to harvest for RNA-seq. Venn diagram of RNA-seq data demonstrating overlap of genes induced by DHT or enzalutamide treatment. Expression data per gene represents the mean read count values of three biological replicates. After variance stabilizing the data using DESeq, we used a t-test to determine significant differentially-expressed genes in the drug-treated vs. vehicle-treated conditions (FDR-adjusted p-value ≤0.05).

To determine if the effect of androgen content on enzalutamide agonism of F877L was generalizable, we used LNCaP cells stably overexpressing F877L AR and also an AR-driven probasin promoter GFP reporter construct (LNCaP Pb. EGFP ^ARF877L^, also known as LNCaP-F877L) [12]. We treated cells with enzalutamide or DHT and then performed flow cytometry to quantify GFP expression. Enzalutamide treatment of LNCaP-F877L cells cultured in androgen-replete serum led to a modest induction of AR function as measured by GFP expression (Figure 2D, Supplementary Figure S4A). On the other hand, enzalutamide treatment of LNCaP-F877L cells grown in androgen-depleted, charcoal-stripped serum led to a much greater induction of GFP expression (Figure 2D, Supplementary Figure S4A). This matches the results in MR49F cells. As expected, enzalutamide did not activate GFP expression in LNCaP cells with stable overexpression of wild-type AR and the Pb. EGFP reporter (Supplementary Figure S4B).

### Gene expression changes induced by enzalutamide overlap with those induced by DHT

To more globally examine the effects of DHT or enzalutamide on F877L AR activation, we grew MR49F cells in charcoal-stripped serum, treated the cells with vehicle, 10 μM enzalutamide, or 1 nM DHT, and then performed RNA-seq. 

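MR49F cells were kept in charcoal-stripped serum for 72 h and then treated for 24 h with vehicle, 10 μM enzalutamide or 1 nM dihydrotestosterone (DHT), with 3 replicates of each condition. The libraries, the alignment with TopHat and the counts and FPKM from HTSeq and Cufflinks were made by the authors as for the full serum samples, and the counts were tested with edgeR's quasi-likelihood test in the same way. The depth on genes was much lower than in full serum. Between 1221104 and 1643261 reads per vehicle sample were counted on genes (median 1382391), between 1059382 and 1702742 per enzalutamide sample (median 1533769) and between 1356700 and 1482981 per DHT sample (median 1436675). Over all 18 samples of the charcoal-stripped serum experiment, JQ-1 samples included, 14813917 to 24126651 reads per sample were assigned to no gene. Only 5.13% to 7.66% of the reads assigned to a gene, to no gene or to several fell on genes, against 72.97% to 77.813% in full serum. The sum of all reads per sample had a median of 25345000 in charcoal-stripped serum and 27232000 in full serum. FPKM do not rest on these gene counts, and the fits on FPKM are given beside those on counts.

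The coefficient of variation between replicates was 8.03% in the enzalutamide and 7.28% in the DHT comparison. The replicate numbers were checked as a pairing over all 18 samples, and deviations from the group means correlated with a mean Pearson r across genes of 0.0135 for samples with the same number and -0.00669 for samples with different numbers.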

Under androgen-depleted conditions, enzalutamide treatment led to 396 significantly differentially expressed genes compared to vehicle treatment. 

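In charcoal-stripped serum, 808 of 11131 tested genes were differentially expressed with enzalutamide, 488 increased and 320 decreased. The genes selected by the rule set beforehand were all increased. ST6GALNAC1 (chromosome 17 of GRCh37, 74620843 to 74639868) rose from 1.26 ± 1.10 CPM (SD, n = 3) to 34.6 ± 6.59 (SD, n = 3), a log2 fold change of 4.63 (standard error 0.390, adjusted p = 1.93e-07 from edgeR's quasi-likelihood test). MYBPC1 (chromosome 12, 101962131 to 102079806) had a log2 fold change of 3.78 (standard error 0.250, adjusted p = 4.82e-09, edgeR). SLC15A2 (chromosome 3, 121613248 to 121663035), CHRNA2 and AFF3 (chromosome 2, 100161881 to 100808890) had log2 fold changes of 4.88, 4.29 and 3.21. The estimates for SLC15A2 and CHRNA2 rest on mean raw counts of 0.333 and 1 in the vehicle samples.

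Pairing the samples by the replicate number of the labels, as a block, let 1323 genes pass the threshold. Over all 18 samples in this serum, those with the same number hardly deviated together (mean r of 0.0135, with -0.00669 for different numbers). The pairing was not checked in the vehicle and enzalutamide samples alone, so this r does not discount the block. Leaving out each sample in turn gave from 414 to 910 genes. The settings that moved the number most were limma on log2(FPKM + 1), with 4709 genes, and the equal-variance two-group test on variance-stabilized counts without the filter on variance, with 126. DESeq2's Wald test on the counts gave 387.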

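With DHT, 4122 of 11004 tested genes were differentially expressed, 2134 increased and 1988 decreased. CCDC141 (chromosome 2 of GRCh37, 179694484 to 179914864) had no reads in the vehicle samples and 33.8 ± 7.42 CPM (SD, n = 3) with DHT, a log2 fold change of 8.58 (standard error 0.653, adjusted p = 3.59e-10 from edgeR's quasi-likelihood test). ST6GALNAC1 rose to 303 ± 22.5 CPM (SD, n = 3), a log2 fold change of 7.71 (standard error 0.232, adjusted p = 1.94e-18, edgeR). PGC (chromosome 6, 41704449 to 41721847) and TBX15 rose by 7.46 and 7.37 on the log2 scale, also from no reads in the vehicle samples. ADRA2C (chromosome 4, 3768075 to 3770253) fell by 7.01, to no reads with DHT. For CCDC141, PGC, TBX15 and ADRA2C the size of the change therefore depends on how the fit treats groups without reads.

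Compared directly, 2122 of 10916 genes differed between DHT and enzalutamide, with 1125 higher and 997 lower with DHT. The largest of these differences, selected by the same rule, was in SGK1 (chromosome 6, 134490386 to 134639250), which was at 30.3 ± 1.35 CPM (SD, n = 3) with DHT and 0.591 ± 0.577 (SD, n = 3) with enzalutamide. AQP4, PLD1, VWA2 and MYOF followed, with log2 fold changes of 4.85, -4.83, -4.82 and 4.78. Their lower groups rest on mean raw counts of 0.333 to 0.667. By FPKM, AQP4 was barely expressed, at 0.163 with DHT and 0.0429 with enzalutamide. In the fits with a replicate block, the DHT genes numbered 3909 and the DHT against enzalutamide genes 1692 (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers). The setting with the largest effect was limma on log2(FPKM + 1), with 8787 DHT genes and 6904 genes that differed between the ligands. From the larger number of changed genes, the paper proposes DHT as the more potent agonist at the concentrations used.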

DHT treatment, on the other hand, induced expression changes in 2048 genes, again suggesting that DHT is a more potent agonist than enzalutamide in MR49F cells at the concentrations tested. Both the DHT- and enzalutamide-activated gene sets showed significant enrichment for the aforementioned signature of canonical AR target genes (Supplementary Figure S2B, S2C, also see Supplementary Gene List corresponding to this figure) [15]. 

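The signature itself was not analysed here, and the canonical target genes KLK3 and TMPRSS2 were measured in the same samples. KLK3 was at 469 ± 28.9 CPM (SD, n = 3) with vehicle, 1369 ± 39.9 (SD, n = 3) with enzalutamide and 2309 ± 114 (SD, n = 3) with DHT. Its log2 fold change was 1.54 with enzalutamide (standard error 0.0815, adjusted p = 2.02e-10 from edgeR's quasi-likelihood test) and 2.28 with DHT (standard error 0.0829, adjusted p = 5.64e-17, edgeR). TMPRSS2 rose from 63.2 ± 6.63 (SD, n = 3) to 266 ± 28.6 and 542 ± 44.0 CPM (SD, n = 3), by 2.06 and 3.07 on the log2 scale. Exons of TMPRSS2 overlap those of MX1 on the opposite strand. Both genes were higher with DHT than with enzalutamide, by 0.726 for KLK3 (adjusted p = 4.31e-07) and 0.996 for TMPRSS2 (adjusted p = 1.85e-07, edgeR). MYC rose by 0.615 with enzalutamide and 0.706 with DHT.

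With each sample left out in turn, the log2 fold change of KLK3 stayed between 1.49 and 1.59 with enzalutamide and between 2.23 and 2.33 with DHT. Limma on log2(FPKM + 1) moved the estimate for KLK3 in MR49F charcoal-stripped serum DHT most, to 2.15, and with a replicate block it was 2.28 (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers).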

This demonstrates that enzalutamide or DHT activation of mutant F877L AR upregulates a transcriptional program similar to wild-type AR.

We next sought to determine whether there was significant overlap between the differentially expressed genes after either DHT or enzalutamide treatment in MR49F cells. Of the 396 genes that were differentially expressed with enzalutamide treatment, 358 were also differentially-expressed with DHT treatment (Figure 2E, also see Supplementary Gene Lists corresponding to this figure), demonstrating that enzalutamide activates many of the same AR target genes as natural AR ligands in F877L AR-expressing cells. 

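Of the 808 genes differentially expressed with enzalutamide, 748 (92.6%) were also differentially expressed with DHT, and 743 of the 748 changed in the same direction, 447 increased and 296 decreased. Among the 10876 genes tested with both ligands, an overlap of 299 genes would arise by chance if the lists were independent (odds ratio 27.4, p = 3e-265 from Fisher's exact test). Both comparisons use the same vehicle samples, so their estimates are not independent and 299 is not the right value to compare with. In 2 of 100 splits of the samples as many genes were shared. The splits other than the real one had a median of 0 and a highest number of 1872. The log2 fold changes of the shared genes correlated across genes with a Pearson r of 0.918 and a Spearman rho of 0.908, and genes are not independent replicates. The remaining 60 genes were past the threshold with enzalutamide only. Of these, 56 were tested with DHT and 45 changed in the same direction there.

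Under the replicate block, 1124 genes were shared (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers). Omitting each of the samples in turn gave from 391 to 821 shared genes. The extremes were 4183 shared genes with limma on log2(FPKM + 1) and 93 with the equal-variance two-group test without the filter on variance. From this overlap, the paper concludes that enzalutamide activates many of the genes that natural ligands activate.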

Furthermore, because of the much greater number of gene expression changes seen with enzalutamide in androgen-depleted conditions (Figure 2E) vs. androgen-replete conditions (Figure 1E), these results further suggest that the androgen content of the cell is a key determinant of enzalutamide's capacity to act as an agonist of mutant F877L AR.

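Enzalutamide changed 808 of 11131 tested genes in charcoal-stripped serum and 1181 of 13927 in full serum, at very different depths on genes (1059382 to 1702742 reads per sample in the stripped serum comparison and 13170504 to 21154962 in full serum). The serum experiments were separate, so serum and experiment cannot be told apart. Of the 787 enzalutamide genes from charcoal-stripped serum that were tested in full serum, 173 changed in the same direction there. In 249 genes past the threshold in both sera, the direction was opposite in 226. The 480 genes increased in charcoal-stripped serum and tested in full serum had a median log2 fold change of -0.111 in full serum, and 371 of them were below 0.

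The difference between the sera was tested as an interaction, and the serum by enzalutamide interaction genes numbered 1613 of 14178. Of these, 1076 had the more positive change in charcoal-stripped serum, and 718 were among the genes changed by enzalutamide in that serum. The interaction log2 fold change was 1.68 for KLK3 (standard error 0.0945, adjusted p = 1.54e-11 from edgeR's quasi-likelihood test) and 2.30 for TMPRSS2 (standard error 0.113, adjusted p = 1.48e-12, edgeR). With the replicate block the order of the sera was the reverse, with 1323 enzalutamide genes in charcoal-stripped serum and 1235 in full serum, and there were 1635 interaction genes (mean r of deviations of 0.0135 in stripped and 0.0301 in full serum for the same replicate number, against -0.00669 and -0.0148 for different numbers). The equal-variance two-group test without the filter on variance lowered the enzalutamide counts most, to 126 in charcoal-stripped serum and 276 in full serum, in the order of the main fits. The counts with limma on log2(FPKM + 1) were 4709 and 575, in the reverse order, and this setting changed the number of interaction genes most, to 4425. The paper adds a greater number of changes in androgen-depleted than in androgen-replete medium to its growth, RT-qPCR, PSA protein and reporter data. From these together it proposes that the androgen content of the cell determines how far enzalutamide acts as an agonist.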

### BET bromodomain inhibition prevents activation of mutant F877L AR and suppresses CRPC cell viability

There are currently no effective treatments to disrupt mutant F877L AR function. We determined that enzalutamide agonism of mutant F877L AR recapitulates the effects of androgen activation of F877L AR (Figure 2E) and that androgen activation of mutant F877L AR recapitulates activation of wild-type AR (Supplementary Figure S2B, S2C). Therefore, we focused on therapeutic strategies that were previously shown to block androgen activation of wild-type AR transcriptional activation.

Prior reports demonstrate that inhibition of BET bromodomain chromatin reader proteins disrupts androgen ligand-induced activation of wild-type AR [15]. Therefore, we determined the effects of BET bromodomain inhibition on mutant F877L AR activation. Co-treatment with the BET bromodomain inhibitor JQ-1 [22] blocked DHT- or enzalutamide-induced growth of MR49F cells cultured in androgen-depleted conditions (Figure 3A) and attenuated expression of downstream AR target genes (Figure 3B) and PSA protein (Figure 3C). Importantly, a much higher concentration of JQ-1 was required to reduce cell viability in MR49F cells grown in androgen-depleted serum vs. androgen-replete serum (Supplementary Figure S5). This is in keeping with a prior report that suggests that suppression of ligand-dependent AR signaling is a critical contributor to the anti-tumor activity of JQ-1 in prostate cancer cells [15].

**Figure 3:**
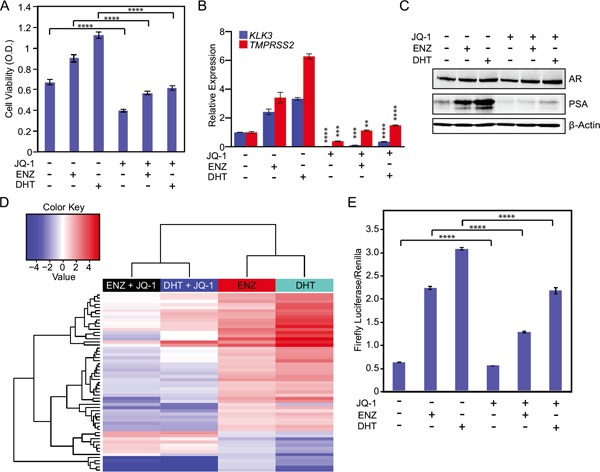
BET bromodomain inhibition prevents activation of mutant F877L AR and suppresses CRPC cell viability in androgen-depleted conditions **A.** MTS cell viability assay of MR49F cells. Cells were grown for three days in charcoal-stripped serum, and then we treated cells with enzalutamide (10 μM) and DHT (1 nM) or vehicle +/− 500 nM JQ-1 for three days. Data are the means of six biological replicates; error bars represent standard deviations. **** = p≤.0001, unpaired 2-tailed t-test. **B.** RT-qPCR to measure mRNA expression of AR target genes in MR49F cells from experiments described in (A). Data are mean RQ (ΔΔCt method) of three biological replicates; positive and negative error bars represent SEM. ** = p≤0.01, *** = p≤0.001, **** = p≤0.0001, unpaired 2-tailed t-test. Comparisons are between respective vehicle and JQ-1 treated groups (ENZ+ vehicle vs. ENZ+JQ-1, etc.). **C.** Western blot was used to measure PSA protein expression in MR49F cells treated as in (A). **D.** Heat map of RNA-seq gene expression changes in MR49F cells treated as in (A). 57 shared enzalutamide and DHT-regulated genes from Figure 2E whose expression is significantly reversed (≥2 fold) by JQ-1 are shown. Expression data per gene represent the mean read count value of three biological replicates. After variance stabilizing the data using DESeq, we used a t-test to determine significant differentially-expressed genes in the JQ-1-treated conditions (average of enzalutamide + JQ-1 and DHT + JQ-1) when compared to vehicle (average of enzalutamide+vehicle and DHT+vehicle). FDR-adjusted p-value ≤0.05. **E.** Luciferase reporter assay of AR function in AR-null PC3 cells transfected with ectopic mutant F877L AR. Cells were cultured in charcoal-stripped serum and transfected with an ectopic AR F877L plasmid, an ARE-4 firefly luciferase reporter plasmid, and a Renilla luciferase control plasmid for 72 hours. Data are means of three biological triplicates; error bars represent standard deviation. **** = p≤0.0001, unpaired 2-tailed t-test.

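JQ-1 inhibits BET bromodomain proteins, which read acetylated chromatin. MR49F cells in charcoal-stripped serum received 500 nM JQ-1 alone or with 10 μM enzalutamide or 1 nM DHT, again with 3 replicates of each condition, and were compared with the vehicle, enzalutamide and DHT samples without JQ-1. The figure legend for these samples points to a treatment of 72 h, whereas the sample labels give 24 h. Between 1486753 and 1813197 reads per sample were counted on genes with JQ-1 alone (median 1696503), between 982130 and 1307374 with enzalutamide and JQ-1 (median 1278893) and between 1490223 and 1813262 with DHT and JQ-1 (median 1547561). The counts and FPKM were made by the authors as for the other samples. To follow the legend of Figure 3D, the average of the co-treated groups was compared with the average of the enzalutamide and DHT groups in a single edgeR quasi-likelihood fit of 12 samples. A gene was counted as reversed when its adjusted p-value was at most 0.05 and its change was opposite to that caused by the ligands.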

To more globally examine the effects of BET bromodomain inhibition on AR transcriptional function, we performed RNA-seq on samples from MR49F cells grown in androgen-depleted conditions and stimulated with vehicle, DHT, or enzalutamide with or without JQ-1. As described above, 358 conserved genes were significantly differentially expressed (at any fold change) in response to enzalutamide and DHT treatment (Figure 2E). JQ-1 co-treatment with either DHT or enzalutamide resulted in substantial reversal of the expression changes induced by DHT or enzalutamide alone. 

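Of the 743 genes changed in the same direction by both ligands, 731 were tested for JQ-1 co-treatment. The estimate moved against the ligand's effect for 563 of them (77.0%, 95% Wilson interval 73.8% to 79.9%). The shared genes were chosen for being high or low in the ligand samples that also form the baseline here. Other splits of the samples had a median of 74.4%, and 8 of 100 splits gave as high a percentage. Within each ligand these splits still divide the samples with and without JQ-1 unevenly, and the direction with the higher percentage was taken. They therefore hold part of any JQ-1 effect and give no chance level. They cannot decide whether the percentage by itself is evidence of reversal. In 496 genes the change against the ligand was past the threshold, a number reached by 1 of 100 splits, the real one. Another 112 genes changed past the threshold in the ligand's own direction. Part of the ligand response remained under JQ-1. Of 681 shared genes, 388 still responded to DHT past the threshold in the same direction, and 167 to enzalutamide. The slopes of the responses with JQ-1 on those without it were 0.604 for DHT and 0.455 for enzalutamide. Taking each ligand by itself over 710 genes tested in both comparisons, 546 moved against enzalutamide and 563 against DHT. Ligand-increased genes had a median log2 fold change of -0.793 with JQ-1 (389 of 446 below 0), and ligand-decreased genes had a median of 0.293 (167 of 264 above 0). JQ-1 co-treatment also changed 61.2% of all 11494 tested genes.

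KLK3 fell from 1369 ± 39.9 CPM (SD, n = 3) with enzalutamide to 92.1 ± 10.8 (SD, n = 3) with enzalutamide and JQ-1, and from 2309 ± 114 (SD, n = 3) with DHT to 325 ± 24.7 (SD, n = 3) with DHT and JQ-1. Over both ligands its log2 fold change was -3.37 (standard error 0.0588, adjusted p = 5.12e-32 from edgeR's quasi-likelihood test). TMPRSS2 had a log2 fold change of -1.56 (standard error 0.0661, adjusted p = 1.07e-20, edgeR) and MYC of -1.78 (standard error 0.0669, adjusted p = 3.76e-22, edgeR). Without ligand, KLK3 was at 469 CPM with vehicle and 13.8 with JQ-1 alone. TMPRSS2 and MYC also fell with JQ-1 alone, with log2 fold changes of -1.19 and -0.804. A fall of these genes with JQ-1 therefore does not need the ligand. The fit with limma on log2(FPKM + 0.1) moved KLK3 in JQ-1 co-treatment most, to -3.54.

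With a replicate block, 735 genes were reversed at any fold change and 77.3% of the shared genes moved against the ligand by JQ-1 (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers). The equal-variance two-group test without the filter on variance moved these values furthest, to 40 JQ-1 co-treatment genes among shared genes at any fold change and to 80.9% moved against the ligand, while limma on log2(FPKM + 1), for a larger set of shared genes, gave 2752. From the changes with JQ-1, the paper concludes that co-treatment substantially reversed the effect of both ligands.

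**Figure D2:**
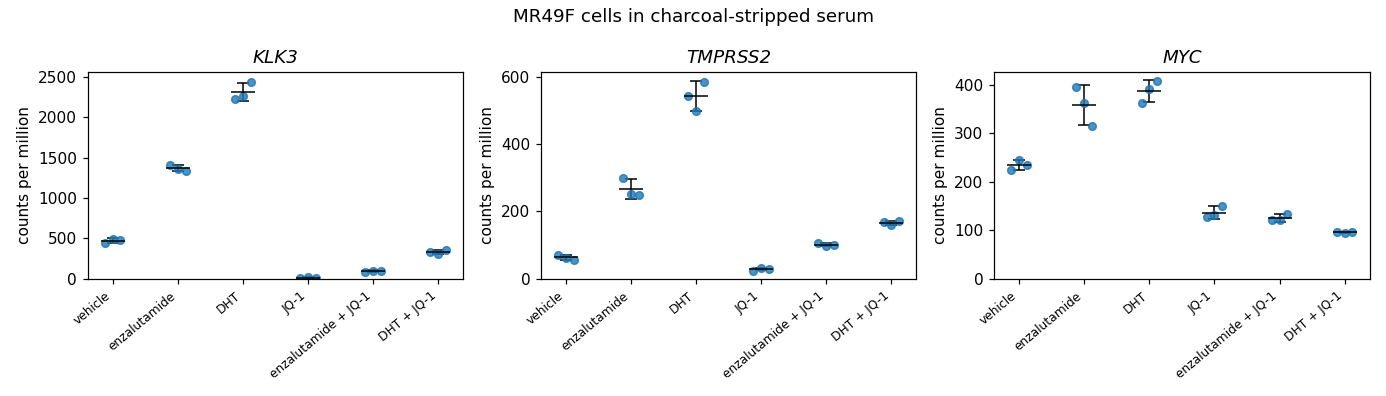
Expression of KLK3, TMPRSS2 and MYC in MR49F cells in charcoal-stripped serum, in CPM on the vertical axis, for vehicle, enzalutamide and DHT without and with JQ-1. Points are the 3 replicates and the bars show the mean and SD. KLK3 falls to 92.1 and 325 CPM when JQ-1 is added to enzalutamide and to DHT.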

To home in on the genes and pathways most strongly changed by JQ-1 co-treatment, we identified the genes that showed at least a 2-fold change in expression with JQ-1 co-treatment as compared to treatment with either enzalutamide or DHT alone. 

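Among the 731 shared genes tested, 206 were reversed by at least 2-fold with JQ-1 co-treatment, 161 of them decreased and 45 increased. Counting changes in either direction, 240 shared genes (32.8%) changed by at least 2-fold, against 13.7% of the other tested genes. The genes selected by the rule set beforehand were ADAM7 (chromosome 8 of GRCh37, 24298443 to 24384483), MYBPC1, ST6GALNAC1, KLK2 (chromosome 19, 51364824 to 51383823) and UHRF1 (chromosome 19, 4903092 to 4962165). KLK2, a neighbour and paralog of KLK3 whose reads the counting could have split between both genes, fell from 403 ± 28.4 CPM (SD, n = 3) with enzalutamide to 18.5 ± 5.70 (SD, n = 3) with JQ-1 added. With DHT it fell from 958 ± 85.9 (SD, n = 3) to 52.2 ± 6.65 (SD, n = 3). Its log2 fold change over both ligands was -4.33 (standard error 0.0883, adjusted p = 2.56e-30 from edgeR's quasi-likelihood test). The log2 fold changes of the others were -5.75 for ADAM7, -5.23 for MYBPC1, -5.02 for ST6GALNAC1 and -4.25 for UHRF1. Without ligand, KLK2 was at 120 CPM with vehicle and 5.94 with JQ-1 alone, and UHRF1 at 26.8 and 2.27. The fall of these genes with JQ-1 therefore does not need the ligand. KLK2 was still higher with DHT and JQ-1 than with JQ-1 alone. ADAM7, MYBPC1 and ST6GALNAC1 were at only 1.26 to 3.89 CPM with vehicle, too low to judge.

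Blocking by replicate number, 265 such genes were found (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers). Fits that each left out a sample gave from 120 to 219. The equal-variance two-group test without the filter on variance gave the lowest number, 19, and limma on log2(FPKM + 0.1) the highest, 718.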

Of the 358 conserved DHT- and enzalutamide-regulated genes, 57 genes met this criteria (Figure 3D, also see Supplementary Gene List corresponding to this figure). There was a significant enrichment of the previously described AR signature in these 57 genes (p ≤ 6.14 × 10^−9^) [15]. Furthermore, many of the same gene ontology (GO) categories were enriched in the 358 conserved genes after DHT or enzalutamide treatment and in the 57 genes changed most by JQ-1 treatment, demonstrating that JQ-1 blocks enzalutamide or DHT activation of AR function in mutant F877L AR-expressing cells (Supplementary Tables S1 & S2).

MR49F cells harbor both non-mutant and mutant F877L AR alleles. To determine if the JQ-1 treatment effect was independent of effects on wild-type AR, we transfected AR-null PC3 cells with ectopic mutant F877L AR and an ARE4 luciferase reporter of AR function, and then treated them with DHT or enzalutamide +/− JQ-1 [23, 24]. JQ-1 partially abrogated the effects of DHT or enzalutamide on AR reporter activation, demonstrating that JQ-1 blocks F877L function even in the absence of wild-type AR (Figure 3E).

Finally, we sought to determine the tolerability and preliminary anti-tumor efficacy of JQ-1 in an F877L CRPC model *in vivo*. Prior work demonstrated that enzalutamide treatment of MR49F xenografts implanted in castrated mice leads to agonistic growth compared to vehicle treatment [25]. Since this agonist effect was already known, we designed a streamlined, two-armed study to determine if JQ-1 could block enzalutamide-induced growth of MR49F xenografts. We implanted MR49F cells in castrated mice and compared the effect of treatment with enzalutamide alone or enzalutamide + JQ-1. Xenografts grew robustly in mice treated with enzalutamide alone as expected, while enzalutamide + JQ-1 treatment significantly reduced this growth (Figure 4A-4C). There were no differences in animals' weights between the groups (Figure 4D), and no organ toxicity was observed upon visual inspection with the combination, demonstrating the preliminary safety and activity of this combination. Altogether, these results demonstrate that BET bromodomain inhibition interferes with androgen or enzalutamide activation of mutant F877L AR and that BET bromodomain inhibition is a promising therapy to block the growth of enzalutamide-resistant CRPC tumors harboring this mutation.

**Figure 4:**
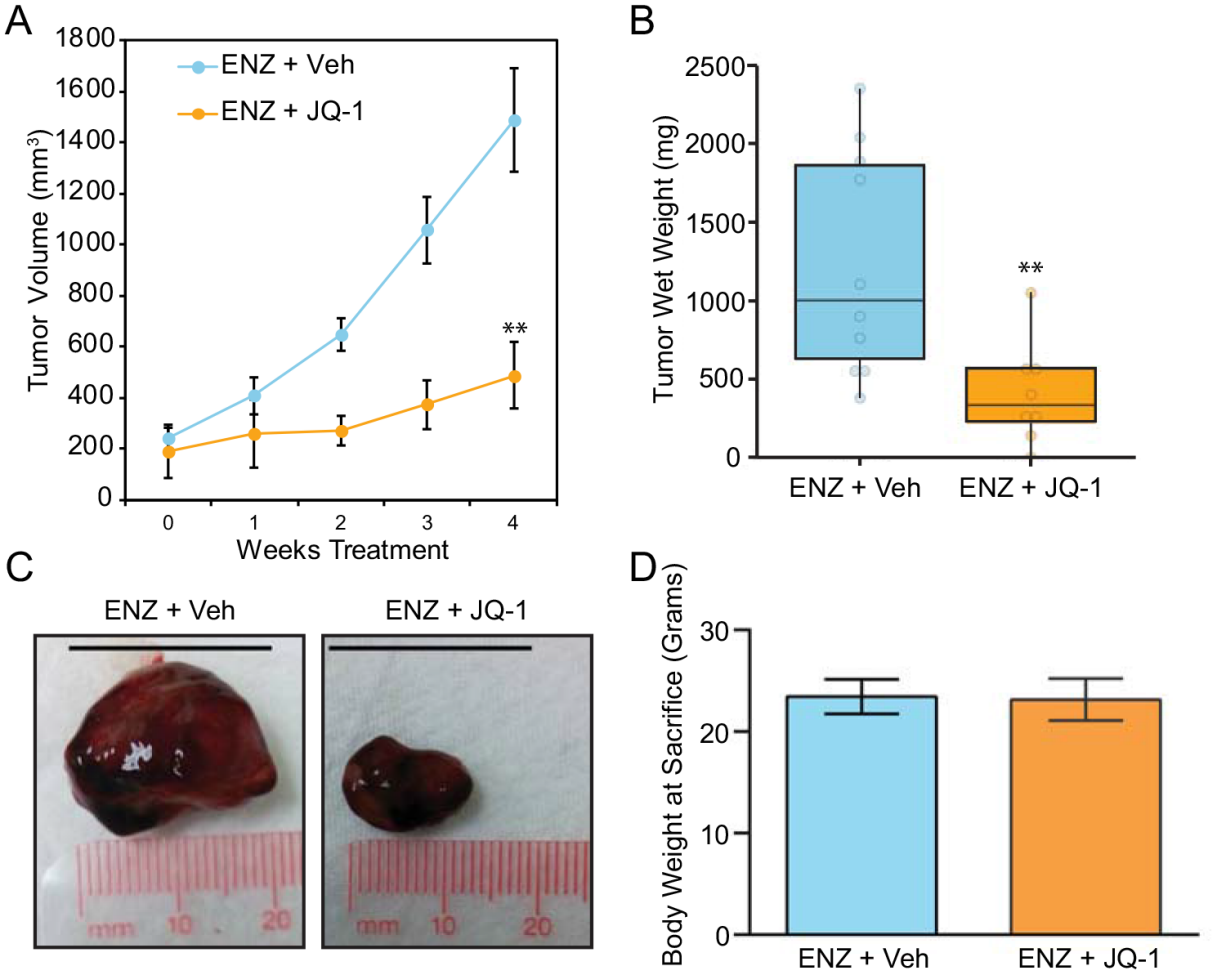
BET bromodomain inhibition suppresses growth of mutant F877L AR xenografts implanted in castrated mice **A.** MR49F cells were implanted in the flanks of castrated, immunocompromised mice. Once tumors reached 100mm^3^, mice were randomly assigned to two groups: Monday-Friday (M-F) treatment with enzalutamide (10 mg/kg) by oral gavage plus vehicle by intraperitoneal injection (n=10 animals) or M-F treatment with enzalutamide (10 mg/kg) + JQ-1 50 mg/kg by intraperitoneal injection (n=eight animals) for four weeks. Tumor volume was measured weekly (length × width caliper readings). Data are mean tumor volumes; error bars represent SEM. 2-sided t-test with equal variance was performed at end point (week 4). **: p ≤ 0.01. **B.** Mice were sacrificed at the conclusion of the study, and tumor wet weights were recorded. 2-sided, 2-sample t-test with Welch's correction was performed. **: p ≤ 0.01. **C.** Representative images of xenografts from each treatment group following sacrifice and removal from mice. Scale bar= 20 mm. **D.** No significant difference in final body weight was observed between the two treatment groups (2-sided t-test with equal variance).

## DISCUSSION

Despite medical castration, CRPCs are still dependent on the AR [26]. AR amplification is a common feature of CRPC, and upregulation of the androgen synthetic machinery is an emergent resistance mechanism in CRPC tumor cells to overcome androgen deprivation therapies [2, 3]. In recent years, drugs that interfere with these persistent intratumoral androgens have emerged as an effective strategy to combat CRPC. Abiraterone suppresses synthesis of androgens from the adrenal gland and tumor cells via CYP17 inhibition [27–29] and has also been found to interfere directly with ligand binding to the AR [30]. The second-generation anti-androgen enzalutamide competitively inhibits binding of ligands to AR [29, 31]. These drugs improved median survival for CRPC patients in phase III clinical trials [5, 6, 32, 33]. However, resistance to these drugs invariably develops.

One mechanism of resistance to newer AR-targeting agents is the expression of AR splice variants that lack the LBD entirely and promote ligand-independent growth [34]. In particular, AR-V7 expression in circulating tumor cells has been found in 19% and 39% of abiraterone and enzalutamide-treated patients, respectively [35]. AR-V7 expression in these patients has been associated with resistance to these agents [35].

While not as common as AR-V7 induction, point mutations that result in functional changes to the AR LBD are another mechanism of resistance to anti-androgen treatment strategies [36]. Examples of these mutations resulting in single amino acid changes are: H874Y, T877A, T877S, and W741L [36–38]. Recently, F877L mutations in the AR LBD have been described and are associated with enzalutamide resistance in both pre-clinical [10–12] models and clinical studies [11]. F877L mutations are also detected in a clinically-relevant number (5-10%) of enzalutamide-resistant patients [11, 13].

The F877L mutation results in a conformational change to the AR LBD [10] that abolishes the antagonist effect of enzalutamide. Further, under some circumstances, enzalutamide acts as an agonist on the mutant F877L AR [10]. Prior reports demonstrate that cessation of first-generation anti-androgens leads to anti-androgen withdrawal effects in as many as 25% of patients [9, 39–41]. However, anti-androgen withdrawal effects after discontinuing enzalutamide are only seen in a small percentage of patients, though the F877L mutation status of patients in that study was not reported [14]. Cohorts for whom AR mutational status is available in addition to PSA data after discontinuing enzalutamide will be necessary to understand clinically whether enzalutamide discontinuation can lead to an anti-androgen withdrawal effect like that seen with other anti-androgens. Nonetheless, a deeper understanding of determinants of the antagonist-to-agonist switch is critical for developing new treatments to target AR F877L mutations.

Our data shed new light on molecular mechanisms that contribute to mutant F877L AR activation by enzalutamide. While cells expressing the F877L mutation are resistant to enzalutamide, the enzalutamide agonistic effect on F877L AR is correlated with cellular androgen content. Indeed, we found that enzalutamide treatment of F877L-expressing MR49F cells only enhanced cell growth under low androgen conditions (charcoal-stripped serum). Furthermore, enzalutamide activates a transcriptional program that strongly overlaps with that activated by DHT, but induction of this program only occurred when androgens were depleted from culture. The effect of androgen interference with enzalutamide agonism was confirmed in an additional model – LNCaP cells with ectopic overexpression of F877L.

One explanation for the lack of enzalutamide agonism in androgen-replete conditions is that enzalutamide activation of mutant F877L AR is cancelled out by suppression of wild-type AR. Another possible explanation is that, in androgen-replete conditions, androgen ligands compete with enzalutamide for binding and activation of mutant F877L AR, thereby diminishing agonistic effects of enzalutamide. Indeed, a recent report demonstrates that intratumoral androgens persist or may increase in enzalutamide-resistant tumors [42]. Our data using both MR49F cells and PC3 cells grown in androgen-depleted conditions demonstrate that DHT concentrations similar to those achievable in human CRPC [21, 43] are better activators of mutant F877L AR than enzalutamide, further supporting our hypothesis that androgens compete for F877L AR activation.

In this study, we also measured the global gene expression change induced by DHT or enzalutamide treatment in F877L AR-expressing cells. DHT treatment induced a greater number of gene expression changes versus enzalutamide treatment, and the magnitude of gene expression change for nearly all genes was also greater with DHT vs. enzalutamide treatment. 

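DHT changed 4122 genes and enzalutamide 808 in charcoal-stripped serum. Of the 748 genes changed by both, 666 (89.0%, 95% Wilson interval 86.6% to 91.1%) had the larger absolute log2 fold change with DHT. Other groupings of the samples gave 78.2% to 82.5% (median 81.4%). These groupings mix the samples of both ligands unevenly, and the larger share was taken whichever ligand it belonged to. They therefore hold part of any difference between the ligands and give no chance level. An even division is no sure reference either, since genes are not independent replicates. The median absolute log2 fold change of the shared genes was 1.11 with DHT and 0.657 with enzalutamide, and the slope of the enzalutamide changes on the DHT changes was 0.493. Tested directly with edgeR's quasi-likelihood test, 395 of the shared genes differed between the ligands, and 393 of these had the larger change with DHT. For the rest, the difference in magnitude was within the error of the test.

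Once the replicate number was a block, the percentage of shared genes with a larger change with DHT was 91.9% (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers). It was moved most by the equal-variance two-group test without the filter on variance, to 79.6% of 93 shared genes. The paper draws on both the number and the magnitude of the changes in proposing that DHT may be the more potent agonist.

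**Figure D3:**
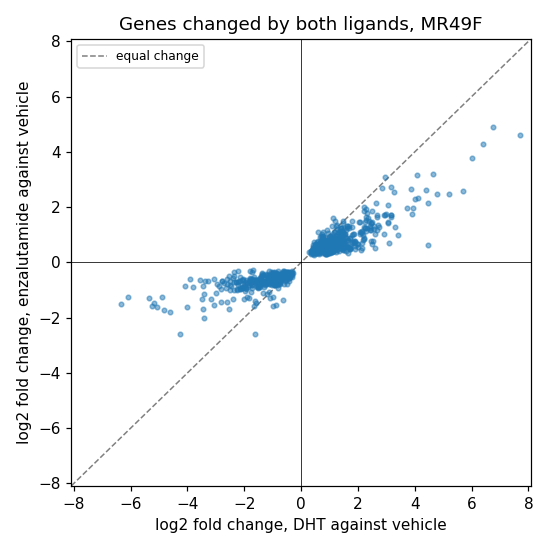
Log2 fold change against vehicle with DHT (horizontal axis) and with enzalutamide (vertical axis) for the 743 genes changed in the same direction by both ligands in MR49F cells. Each point is a gene and the dashed line marks equal change. Most points lie closer to the horizontal axis than the dashed line does, with a slope of 0.493 over the shared genes.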

This further demonstrates that DHT may more potently activate F877L AR than enzalutamide.

Importantly, while DHT induced many unique gene expression changes vs. enzalutamide, nearly all the gene expression changes induced by enzalutamide were shared with DHT treatment. 

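Of the 4122 genes changed by DHT, 18.1% were among the genes changed by enzalutamide, while 92.6% of the 808 enzalutamide genes were among those changed by DHT. The 60 genes changed by enzalutamide only included 45 whose estimate with DHT had the same direction. The number of shared genes ranged from 93 with the equal-variance two-group test without the filter on variance to 4183 with limma on log2(FPKM + 1). It was 1124 with the replicate number as a block (mean r of deviations of 0.0135 for the same replicate number and -0.00669 for different numbers).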

This demonstrates that enzalutamide agonism of F877L AR does not activate a distinct gene expression program vs. DHT. Further, there was a strong enrichment for a signature of canonical wild-type AR signaling [15] with either DHT or enzalutamide stimulation of MR49F cells, demonstrating that mutant F877L AR does not direct a distinct transcriptional program from wild-type AR.

Inhibition of BET bromodomain proteins was shown previously to block wild-type AR activation by androgens [15]. BET bromodomain proteins are chromatin readers that recognize acetyl lysine residues on histone tails and promote transcription of important genes in cancer, such as *c-Myc* and others, by cooperating with transcription factors, including: AR, the estrogen receptor, GATA1, and p53 [15, 22, 44–47]. Treatment with the BET bromodomain inhibitor JQ-1 interferes with ligand-induced activation of wild-type AR and blocks CRPC cell survival [15]. For this reason, we tested the BET bromodomain inhibitor JQ-1 in mutant F877L AR-expressing models. JQ-1 co-treatment blocked either DHT or enzalutamide-induced growth of MR49F cells and also blocked induction of AR target gene expression (Figure 3D, Supplementary Table S2). We also confirmed this effect in cells that only expressed mutant F877L AR, demonstrating that JQ-1 is an effective treatment to block F877L AR activation even in the absence of wild-type AR (Figure 3E).

Prior work demonstrated that AR-dependent cell lines are more susceptible to JQ-1 treatment than AR-null cell lines, suggesting that AR is a critical BET bromodomain inhibitor target in CRPC. [15]. We found that suppression of cell viability by JQ-1 was much greater under androgen-replete conditions compared to androgen-depleted conditions (Supplementary Figure S5). Thus, our results further confirm that suppression of ligand-dependent AR function is a key determinant of the anti-tumor activity of JQ-1 in CRPC models.

We also measured the effect of JQ-1 on growth of MR49F xenografts implanted in castrated mice *in vivo*. We determined that JQ-1 co-treatment with enzalutamide blocked tumor growth vs. enzalutamide treatment alone. Body weights were similar between the two treatment arms, and we did not observe any additional toxicity with JQ-1 + enzalutamide vs. enzalutamide alone. This further demonstrates the potential of BET bromodomain inhibition for the treatment of F877L AR-expressing CRPC tumors and the preliminary safety of combining BET bromodomain inhibitors with enzalutamide.

Altogether, our data demonstrate that the androgen content of the CRPC cell influences enzalutamide's ability to activate mutant F877L AR and suggest that enzalutamide agonism may be more pronounced in tumors harboring F877L mutations that have the lowest androgen concentrations. Finally, our results demonstrate that BET bromodomain inhibition is a promising treatment to block mutant F877L AR, irrespective of whether the AR ligand is androgens or enzalutamide. Clinical trials with BET bromodomain inhibition in CRPC that have recently begun (NCT02711956) will be necessary to confirm these results.

## MATERIALS AND METHODS

### Cell culture

PC3 cells were purchased from American Type Culture Collection (ATCC, Manassas, VA). LNCaP Pb. EGFP cells stably overexpressing AR^F877L^, AR^Wild-Type^, or empty control vector were a kind gift from Dr. Charles Sawyers [12]. All cells were maintained in RPMI1640 with 10% fetal bovine serum. Additionally, MR49F cells were maintained in media with 10 μM enzalutamide.

### Drug treatments

Enzalutamide was obtained from MedchemExpress (HY-70002). Dihydrotestosterone (DHT) was obtained from Sigma (A8380). For *in vitro* experiments, JQ-1 was obtained from BPS Bioscience (27402). For *in vivo* studies, JQ-1 was obtained from the laboratory of Dr. James Bradner, Dana Farber Cancer Institute Dept. of Medical Oncology/Harvard Medical School Dept. of Medicine. For *in vitro* studies, DMSO stocks of enzalutamide and JQ-1 and ethanol stocks of DHT were diluted to desired working concentrations in cell culture media (RPMI with 10% charcoal-stripped fetal bovine serum unless otherwise noted) with a final vehicle concentration of 0.1%. Vehicle-only controls were used in all cases, and vehicle concentrations were normalized across all drug co-treatments. See below for information on administration of drugs for *in vivo* studies.

### *In vivo* studies

MR49F xenografts were implanted in 7-8 week old castrated, immunocompromised male mice (Athymic Nude-*Foxn1^nu^*, Harlan Laboratories, strain code 069). Once tumors reached 100mm^3^, groups of mice were randomized to treatment with DMSO or JQ-1 (50 mg/kg) by intraperitoneal injection Monday through Friday. All animals were treated with enzalutamide (10 mg/kg) by oral gavage Monday through Friday. Tumor measurements and body weight measurements were recorded, and all animals were sacrificed on Day 28. Tumor volumes and final body weights are shown as mean ± standard error of the mean (SEM). 2-sided t-test with equal variance was performed using end point (week 4) data. Differential tumor wet weights at sacrifice between treatment groups was tested using a 2-sided 2-sample t-test with Welch's correction, as the distribution appeared to be approximately normal. P-values less than 0.05 were considered statistically significant. Mice were housed under specific pathogen-free conditions (5 mice per shoebox cage) and maintained by the OHSU Department of Comparative Medicine. All *in vivo* studies were conducted under an OHSU IACUC-approved protocol (protocol #IS00003757).

### Immunoblotting

Experiments were performed as described previously [48], using primary antibodies to AR (Santa Cruz sc-816X and Millipore 06-680), PSA (Abcam ab53774), and β-Actin (Sigma A5441). Blots were imaged using the LI-COR Odyssey imaging system according to the manufacturer's instructions.

### RNA Isolation and RT-qPCR

Cells were lysed using Trizol reagent (Life Technologies), and RNA was isolated using chloroform extraction and alcohol precipitation per manufacturer's instructions. RNA concentration was determined using a NanoDrop ND-1000 spectrophotometer. 1.0 μg RNA was reverse-transcribed using a High Capacity cDNA Reverse Transcription Kit (Life Technologies) with random primers. RT-qPCR was performed using a 7500 Fast thermocycler (Life Technologies) with the following cycling program: 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 sec dissociation, 60°C for 1 min annealing/extension/read. 10 μL singleplex RT-qPCR reactions contained 1X TaqMan (Life Technologies) universal standard Master Mix, 1X TaqMan hydrolysis probe, and 10 ng RNA-equivalent cDNA template. TaqMan probes were used to detect human *KLK3* (Hs02576345_m1), *TMPRSS2* (Hs01120965_m1), *NKX3.1* (Hs00171834_m1). Human *β-actin* TaqMan probe (Hs99999903_m1) was used as an endogenous control. RT-qPCR raw Ct data were analyzed with 7500 Software v2.0.5 and DataAssist Software v3.0 (Life Technologies).

### RNA-seq library preparation and expression analysis

Total RNA was extracted with Trizol/CHCl_3_ (Life Technologies) according to the manufacturer's protocol. Two wells were combined for each replicate for RNA extraction in 1 mL Trizol, and the aqueous phase was put through the Qiagen RNEasy kit for cleanup. Sample preparation followed the Agilent SureSelect Strand-Specific mRNA Library Preparation Protocol (Version A.2, September 2013, Agilent Technologies). Poly-A RNA was purified from 1 μg total RNA per sample using two serial rounds of binding to oligo dT magnetic beads. The poly(A) RNA was chemically-fragmented, and first-stand cDNA was synthesized using the RNA-seq First Strand Master Mix (Agilent). After purifying the first strand cDNA using AMPure XP beads, second-strand cDNA was synthesized and ends were repaired. A second round of cDNA purification with AMPure XP beads occurred, and the 3′ ends were adenylated, followed by adapter ligation and AMPure XP beads purification. Ligated DNA was PCR-amplified for 14 cycles and purified again with AMPure XP beads. Quality of the resulting libraries was assessed with an Agilent 2100 Bioanalyzer DNA 1000 Assay. Libraries were sequenced on an Illumina HiSeq as single-end 50 bp reads in the OHSU Massively Parallel Sequencing Shared Resource.

RNA-seq was conducted on three biological replicates of each cell line/drug treatment. RNA-seq data analysis was performed using the Tuxedo Suite [49–51]. Each sample was mapped independently to the human genome build GRCh37/hg19 using Tophat v2.0.9 [49, 50]. Transcript assembly and quantification was done with Cufflinks v2.1.1 [50, 51] or HTSeq v0.6.1 [52]. For genes with multiple transcripts, the estimates of transcript expression were summed to yield a single estimate of gene-level expression in FPKM units. Sequence data are available at Gene Expression Omnibus with accession number GSE69896.

To identify genes that were differentially-expressed compared to mock treatment, data was first filtered to remove genes with low variation across the sample set. For each cell line, we used a t-test on the filtered normalized expression values to identify genes whose expression was significantly changed by drug treatment (enzalutamide, DHT, and/or JQ-1). We used Benjamini-Hochberg false discovery rate to account for multiple comparisons, and deemed genes with q < 0.05 to be significant. Statistical analyses were performed in R (version 3.1.2) and displayed in RStudio (version 0.98.501).

Gene Set Enrichment Analysis (GSEA) [53] was run using RNA-seq gene expression data from triplicate cell line samples treated with vehicle or drug. Specifically, the expression data were interrogated for enrichment in the gene set of interest: an AR expression signature described previously [15]. The expression data were permutated 1000 times to generate the resulting GSEA plots, normalized enrichment scores, and FDR q-values (Supplementary Figure S2).

Gene ontology (GO) enrichment and functional annotation was performed on the 358 genes concordantly differentially expressed with enzalutamide and DHT treatment from Figure 2E, and the 57 shared enzalutamide and DHT-regulated genes from Figure 3A whose expression is significantly reversed (≥2 fold) by JQ-1 using the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.7). Specifically, the genes of interest were examined against Gene Ontology Biological Process, Molecular Function, and Cellular Component curated gene sets (levels 4 and 5), and Biocarta, Kegg, Reactome, Panther and the Biological Biochemical Image pathway databases.

### Plasmids

The ARE-4 firefly luciferase reporter of AR transcriptional activation has been reported previously and was a kind gift from Dr. Xin Yuan [23, 24]. For normalization of firefly luciferase values, cells were co-transfected at a 1:10 ratio with a plasmid constitutively expressing *Renilla* luciferase, driven by the SV40 promoter. This plasmid was a kind gift from the laboratory of Dr. David Qian of the OHSU Knight Cancer Institute.

### Transfection of siRNA

To transiently knock down AR, cells were transfected with AR siRNA oligonucleotides 5′-(GACCUACCGAGGAGCUUUCdTdT-3′) (Dharmacon) described previously [54]. Control siRNA oligonucleotides targeting luciferase (siNTC: 5′-CGUACGCGGAAUACUUCGAdTdT-3′) were transfected in parallel. Cells were transfected with Lipofectamine 2000 (Life Technologies) per manufacturer's recommendation to a final concentration of 50 nM siRNA.

### Cell viability assays

MTS assays of viability were performed using the CellTiter 96^®^ Aqueous One Solution Cell Proliferation Assay System (Promega) per the manufacturer's instructions. Counts of viable cells were performed using the trypan blue exclusion method as calculated by the Countess instrument (Life Technologies) according to the manufacturer's instructions.

### Flow cytometry

LNCaP Pb. EGFP AR^Wild-Type^ or AR^F877L^ overexpressing cells were cultured in either full-serum or charcoal-stripped medium as described above for one day prior to drug treatment. Drug treatments were then performed in the appropriate serum (either full- or charcoal-stripped) as described above for three days. Cells were dissociated with Accumax reagent (Stem Cell Technologies). GFP reporter activity in live cells was measured with flow cytometry Core using a BD FACS Canto II instrument (BD Biosciences) in the OHSU Flow Cytometry Core. The resultant FCS files were analyzed and plotted using FlowJo Single Cell Analysis Software.

### Luciferase assays

PC3 cells were transiently co-transfected with equal amounts of an AR F877L mutant expression construct and a 10:1 ratio of ARE4-Luc AR firefly luciferase reporter [23, 24] and constitutive pSV40-Renilla luciferase expression plasmid as has been described previously. A total of 2 μg DNA per well of a 6-well plate was transfected using Lipofectamine 2000 according to manufacturer's protocol. Luminescence measurements were obtained using a Promega Dual Luciferase Assay System and Veritas microplate illuminometer (Turner Biosystems) according to manufacturers' instructions. Firefly luciferase reporter activity was normalized to Renilla values for all samples.

### Statistics

Statistical analyses of RNA-seq data are described in detail above, and the number of replicates is described in the above methods or the respective figure legends. Statistical analyses of *in vivo* experiments is also described in detail above, and values of error bars and number of replicates is indicated in the Figure 4 legend. Statistical comparisons of all other experiments were performed using a Student's two-tailed t-test with equal variance. Values of error bars and number of replicates are indicated in the respective figure legends.

## SUPPLEMENTARY FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

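RNA-seq was analysed for 30 samples in 10 conditions with 3 replicates each. V16D and MR49F cells in full serum received vehicle or enzalutamide, and MR49F cells in charcoal-stripped serum received vehicle, enzalutamide, DHT, JQ-1, enzalutamide with JQ-1 or DHT with JQ-1. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The authors aligned single-end reads of 50 bases from strand-specific libraries to GRCh37 (hg19) with TopHat 2.0.9. The authors deposited read counts per RefSeq gene symbol, made with HTSeq 0.6.1 and not normalized, with the strand setting not stated. The authors also deposited FPKM per RefSeq transcript from Cufflinks 2.1.1, which were summed here to genes by symbol. Each file holds 23710 gene symbols or 43497 transcripts.

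In full serum 13170504 to 21154962 reads per sample were counted on genes, and in charcoal-stripped serum 982130 to 1813262. An equally expressed gene therefore rests on far fewer reads in charcoal-stripped serum, and small changes of genes with few reads were not detectable there at this depth. Counts were tested in R 4.3.3 with edgeR 4.0.16, using glmQLFit and glmQLFTest after TMM normalization. The function filterByExpr was used with its defaults, a minimum count of 10 and a minimum total of 15. Genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 were called differentially expressed. Only the groups compared entered each fit. Interaction terms were tested in group means models of the 12 samples concerned. Standard errors were obtained from the log2 fold change and the F statistic. Adjusted p-values under 1e-300 were set to that value. Shifts of gene sets were tested with camera in limma 3.58.1. CPM values are counts scaled to the normalized library sizes, and log values for sample comparisons used a prior count of 2. Percentages are given with 95% Wilson intervals.

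The genes named in the text were chosen by a rule written before the files were seen. They are KLK3, TMPRSS2 and MYC in every comparison, and the 5 genes with the largest absolute log2 fold change in each comparison against vehicle, between the ligands and in the 2-fold JQ-1 set. These 5 had to be past the threshold, have no overlap between the groups' replicates and average at least 5 CPM in the higher group. Results for other genes that the rule names are left out. Gene coordinates are those of GENCODE release 44 mapped to GRCh37, matched by symbol, which is not the annotation that the authors counted on.

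The alternatives were no filter on low counts, at least 10 counts in every sample, DESeq2 size factors in edgeR, the replicate number as a block, all groups in a single fit, the Wald test of DESeq2 1.42.0, and limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes of at least 1 FPKM in at least 3 samples. An equal-variance two-group test was run on log2(FPKM + 1) in full serum and on counts with the variance-stabilizing transformation of DESeq2 in charcoal-stripped serum, where the paper's figure legends state variance stabilization, each with and without a filter. The filter removed the 50% of genes with the lowest variance over all samples of the cell line in that serum. Genes without any spread in the samples compared were left out. For gene sets the fry rotation test was added. Each replicate was left out in turn. Cutoffs of 1.5-fold and 2-fold were added after the data were seen. Splits of the samples were drawn at most 100 times with a fixed seed. Figures were drawn with Python 3.11.15.

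The settings were first tested on simulated data for enzalutamide in charcoal-stripped serum, together with an interaction and camera. Counts were drawn from the real means and library sizes with a single dispersion, and FPKM were imitated by scaling these counts. Only genes with many expected reads were used for the 200 genes changed 4-fold. The two-group test in full serum, the JQ-1 co-treatment comparison and fry were not tested in this way. The edgeR, DESeq2 and limma settings recovered all 200 genes, and the main setting also called 15 unchanged genes. This does not show how well smaller changes or genes with few reads are recovered. The real shared genes had a median absolute log2 fold change of 0.657 with enzalutamide. The equal-variance two-group test on variance-stabilized counts recovered 196 with the filter on variance and 186 without it, and called 26 and 40 unchanged genes, which lay at near-zero counts. Gene set enrichment for the published signature, gene ontology and the supplementary gene lists were not analysed here, because the signature, the tools or the lists were not in the files analysed here. RT-qPCR, growth, protein, reporter and xenograft data have no sequencing files and were left out.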

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

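The response to enzalutamide in full serum differed between the cell lines by a test of the difference itself. The cell line by enzalutamide interaction genes numbered 1006, and the interaction log2 fold change was 1.7888 for KLK3 and 2.2786 for TMPRSS2, a smaller fall in MR49F than in V16D cells for both. In 3 of 100 splits drawn from 200, the samples regrouped within each cell line gave as many genes, the real split included. The splits include some with the labels of a single cell line mirrored, which test the sum of the responses and gave up to 1846 genes. A deviating sample was weighed as a technical explanation, since MR49F vehicle replicate 1 lies far from the other vehicle samples. Without it the number of interaction genes was 1523, so the interaction does not rest on that sample. The labels give no library batches, so a batch was not tested. The lines may differ in several ways, and no biological explanation was tested.

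The effect of enzalutamide in MR49F cells differed between charcoal-stripped and full serum. The serum by enzalutamide interaction genes numbered 1613, with interaction log2 fold changes of 1.6786 for KLK3, 2.2991 for TMPRSS2 and 0.75777 for MYC. In 1 of 100 splits drawn from 200, the real one, there were as many genes. Without MR49F full serum vehicle replicate 1 the number was 1793. If counting on the opposite strand in the charcoal-stripped serum files were the cause, the sign of the interaction would often change with FPKM, but 99.426% of the 1568 genes compared had the same sign from FPKM. Depth on genes was much lower in charcoal-stripped serum, and serum, experiment and any library batch are the same split of the samples. The androgen content of the serum may explain the difference, but it cannot be told apart from a difference between the experiments.

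The DHT by JQ-1 interaction genes among shared genes numbered 392 of 743, genes whose response to DHT was smaller with JQ-1 than without it. The interaction log2 fold change was 2.259 for KLK3, -0.53387 for TMPRSS2 and -1.2361 for MYC. In 2 of 100 splits drawn from 200, as many genes were found, and 97.375% of 381 genes had the same sign from FPKM. The interaction of TMPRSS2 was not past the threshold in every fit that left out a sample, where its highest adjusted p-value was 0.13931 (edgeR). KLK3 was the opposite of the main pattern, as its response to DHT was larger with JQ-1 (log2 fold change 4.56) than without it (2.28). Small counts in the samples with JQ-1 alone, 23.3 reads on average, were weighed as a technical explanation, and the response with JQ-1 was also larger from FPKM, at 4.34 against 2.15 on the log2 scale. Put the other way, JQ-1 lowered KLK3 more without ligand (log2 fold change -5.11) than with DHT (-2.85). This is the same interaction and not an explanation of it, and no biological cause was tested.

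The enzalutamide by JQ-1 interaction genes among shared genes numbered 73 of 743, with interaction log2 fold changes of 1.219 for KLK3 and -0.72172 for MYC. TMPRSS2 was not past the threshold, at -0.216 (adjusted p = 0.686, edgeR). As with DHT, the response of KLK3 was larger with JQ-1 (log2 fold change 2.77) than without it (1.54). For the number of genes, 12 of 100 splits drawn from 200 gave as many. These splits also include some with the labels mirrored only with or only without JQ-1, which test the sum of the responses. They therefore cannot decide whether the number arose by the choice of groups, and that remains possible. The sign was the same from FPKM for 98.592% of 71 genes.

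JQ-1 alone was sequenced, but the paper's RNA-seq figures do not show it. JQ-1 alone genes numbered 5284 of 11332 tested (46.629%), 2580 increased and 2704 decreased. The real split was the only 1 of the 10 splits of the 6 samples with as many genes, and a design of this size cannot give a smaller share, so a grouping by chance cannot be excluded by this count alone. With DESeq2 size factors the number was 5265, with 2576 increased and 2689 decreased, and this prediction was written after the result was seen. Without the genes that have an exon-overlapping gene on the opposite strand, 46.816% of tested genes were past the threshold. Strand does not account for the number by this test. Both normalizations assume that most genes do not change, so a shift of most genes would not show in this comparison. A scaling error moves all genes the same way, so it would not by itself give 2580 increased and 2704 decreased genes. How many genes fall in each direction may still depend on normalization. KLK3 had a log2 fold change of -5.11 and the largest change by the rule was in THBD, at -8.13, with no reads of THBD after JQ-1 alone. Unless normalization sets the direction, part of what is called reversal may be an effect of JQ-1 that does not need the ligand. Of 409 ligand-increased genes tested, 178 were decreased past the threshold by JQ-1 alone, while 63 were increased past it.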

How the results depend on the processing

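The samples, the designs, the named genes and the alternatives were fixed before the processed files arrived, except the fold change cutoffs described last. Of 19 headline results, 3 kept their direction and side of the threshold under every alternative, the medians of the V16D-decreased genes in MR49F cells and of the DHT-increased genes in V16D and in MR49F cells in full serum. Each of the others moved in at least 1 setting, a count by more than 1.5 times or a percentage beyond its 95% interval. Where each replicate was left out in turn, the values ranged from 742 to 1579 for cell line by enzalutamide interaction genes, from 1483 to 2120 for DHT against enzalutamide genes, from 216 to 418 for DHT by JQ-1 interaction genes among shared genes, from -0.13241 to -0.10321 for DHT-increased genes in MR49F full serum, from -0.14442 to -0.12524 for DHT-increased genes in V16D full serum, from 41 to 178 for enzalutamide by JQ-1 interaction genes among shared genes, from 391 to 821 for genes shared by enzalutamide and DHT, from 366 to 1863 for genes shared by V16D and MR49F in full serum, from 4635 to 5175 for JQ-1 alone genes, from 120 to 219 for JQ-1 co-treatment genes among shared genes at 2-fold, from 252 to 535 for JQ-1 co-treatment genes among shared genes at any fold change, from 3503 to 4056 for MR49F charcoal-stripped serum DHT genes, from 414 to 910 for MR49F charcoal-stripped serum enzalutamide genes, from 406 to 2533 for MR49F full serum enzalutamide genes, from 1205 to 1793 for serum by enzalutamide interaction genes, from 75.13 to 78.522 for shared genes moved against the ligand by JQ-1, from 86.456 to 91.425 for shared genes with a larger change with DHT, from 4577 to 4829 for V16D full serum enzalutamide genes and from -0.12438 to -0.1076 for V16D-decreased genes in MR49F full serum.

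Without the filter on low counts the value was 119 for enzalutamide by JQ-1 interaction genes among shared genes, out of 922 shared genes in place of 743. The replicate block removes a shift shared by samples with the same number. The pairing check found a mean r of 0.0135 for these, over all 18 samples in charcoal-stripped serum and not for each comparison. The value for different numbers, -0.00669, nearly follows from it. With the block the value was 1323 for MR49F charcoal-stripped serum enzalutamide genes, 1124 for genes shared by enzalutamide and DHT and 91.904 for shared genes with a larger change with DHT. With all groups in a single fit it was 2558 for MR49F full serum enzalutamide genes, where the spread of the MR49F samples is shared with groups whose replicates lie closer together. DESeq2's Wald test gave 387 for MR49F charcoal-stripped serum enzalutamide genes, 369 for genes shared by enzalutamide and DHT, 93.225 for shared genes with a larger change with DHT, 1223 for DHT against enzalutamide genes, 111 for JQ-1 co-treatment genes among shared genes at 2-fold, 232 for JQ-1 co-treatment genes among shared genes at any fold change, 191 for DHT by JQ-1 interaction genes among shared genes and 35 for enzalutamide by JQ-1 interaction genes among shared genes, with another estimate of the spread. For limma on log2(FPKM + 1) the values were 575 for MR49F full serum enzalutamide genes, 451 for genes shared by V16D and MR49F in full serum, 4709 for MR49F charcoal-stripped serum enzalutamide genes, 8787 for MR49F charcoal-stripped serum DHT genes, 4183 for genes shared by enzalutamide and DHT, 6904 for DHT against enzalutamide genes, 4425 for serum by enzalutamide interaction genes, 541 for JQ-1 co-treatment genes among shared genes at 2-fold, 2752 for JQ-1 co-treatment genes among shared genes at any fold change, 9170 for JQ-1 alone genes, 2956 for DHT by JQ-1 interaction genes among shared genes and 1786 for enzalutamide by JQ-1 interaction genes among shared genes. Lowering the pseudocount to 0.1 gave 559 for MR49F full serum enzalutamide genes, 442 for genes shared by V16D and MR49F in full serum, 4680 for MR49F charcoal-stripped serum enzalutamide genes, 8771 for MR49F charcoal-stripped serum DHT genes, 4165 for genes shared by enzalutamide and DHT, 6883 for DHT against enzalutamide genes, 4381 for serum by enzalutamide interaction genes, 718 for JQ-1 co-treatment genes among shared genes at 2-fold, 2745 for JQ-1 co-treatment genes among shared genes at any fold change, 9155 for JQ-1 alone genes, 2884 for DHT by JQ-1 interaction genes among shared genes and 1715 for enzalutamide by JQ-1 interaction genes among shared genes. FPKM do not depend on the small number of reads counted on genes in charcoal-stripped serum, which may explain the larger numbers there. The equal-variance two-group test with the filter on variance, on log2(FPKM + 1) in full serum and on variance-stabilized counts in charcoal-stripped serum, gave 3051 for V16D full serum enzalutamide genes, 419 for MR49F full serum enzalutamide genes, 307 for genes shared by V16D and MR49F in full serum, 164 for MR49F charcoal-stripped serum enzalutamide genes, 2269 for MR49F charcoal-stripped serum DHT genes, 139 for genes shared by enzalutamide and DHT, 1009 for DHT against enzalutamide genes, 31 for JQ-1 co-treatment genes among shared genes at 2-fold, 69 for JQ-1 co-treatment genes among shared genes at any fold change, 73.723 for shared genes moved against the ligand by JQ-1 and 3317 for JQ-1 alone genes. Dropping that filter gave 2670 for V16D full serum enzalutamide genes, 276 for MR49F full serum enzalutamide genes, 176 for genes shared by V16D and MR49F in full serum, 126 for MR49F charcoal-stripped serum enzalutamide genes, 2215 for MR49F charcoal-stripped serum DHT genes, 93 for genes shared by enzalutamide and DHT, 79.57 for shared genes with a larger change with DHT, 856 for DHT against enzalutamide genes, 19 for JQ-1 co-treatment genes among shared genes at 2-fold, 40 for JQ-1 co-treatment genes among shared genes at any fold change, 80.899 for shared genes moved against the ligand by JQ-1 and 3131 for JQ-1 alone genes. This test estimates each gene's spread from the compared samples alone and does not borrow it from other genes, which may explain its smaller numbers.

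Cutoffs on the fold change were chosen after seeing the data, for 5 tests and 4 results, because the numbers of genes differed from the paper's. The numbers are given in the order V16D in full serum, MR49F in full serum, enzalutamide in charcoal-stripped serum and DHT in charcoal-stripped serum. At 1.5-fold they were 949, 214, 488 and 2696 with edgeR, then 777, 192, 297 and 2212 with DESeq2, then 362, 91, 463 and 2578 with limma on FPKM, then 372, 72, 101 and 1595 with the two-group test with the filter on variance, then 366, 54, 66 and 1399 with the two-group test without it. At 2-fold they were 363, 76, 161 and 1251 with edgeR, then 334, 64, 123 and 1158 with DESeq2, then 129, 15, 86 and 868 with limma on FPKM, then 123, 15, 41 and 591 with the two-group test with the filter on variance, then 122, 12, 31 and 570 with the two-group test without it. A cutoff removes genes whose change is small against a small spread, which are most of the V16D genes.

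Of 83 results for named genes, 10 changed in at least 1 of 1345 rows, in 27 rows in all, 23 weaker and 4 reversed. The reversed rows were all far from the threshold on both sides. They were MYC in V16D full serum enzalutamide without enzalutamide replicate 2 (-0.0070648), MYC in MR49F full serum enzalutamide without vehicle replicate 1 (0.00016723), and MYC in DHT against enzalutamide with limma on FPKM (-0.02089 with a pseudocount of 1 and -0.021071 with 0.1). Over all fits that each left out a replicate, MYC in V16D full serum enzalutamide ranged from -0.0070648 to 0.029386 and MYC in MR49F full serum enzalutamide from -0.1654 to 0.00016723. Depth limits the results in charcoal-stripped serum, where 982130 to 1813262 reads per sample fell on genes. Changes of genes with few reads, such as SLC15A2 and CHRNA2 in the vehicle samples, have wide errors there.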

Differences from the paper's values

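Enzalutamide changed 5276 genes in V16D cells in full serum, against 478 reported by the paper. None of the alternatives set before the files arrived came within 1.5 times of the paper's number. After seeing the values, 10 pairs of a test and a fold change cutoff were tried on 4 results, and 5 of these came within 1.5 times of the paper's number for V16D cells, with 362 genes for limma on log2(FPKM + 1), 372 and 366 for the equal-variance two-group test with and without the filter on variance (each at 1.5-fold), 363 for edgeR and 334 for DESeq2 (each at 2-fold).

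In MR49F cells in full serum, 1181 genes were found and the paper reports 7. No setting that was run, before or after seeing the values, came within 1.5 times of it, and the lowest number was 12, with the two-group test without the filter on variance and a 2-fold cutoff chosen after seeing the values. The cell lines shared 979 of these genes, where Figure 1E shows about 5, read by eye, and no alternative set before the files arrived reached that number.

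For enzalutamide in charcoal-stripped serum the count was 808 and the paper's 396. Among the alternatives set before the files arrived, DESeq2's Wald test gave 387, and leaving out vehicle replicate 1 or 2 or enzalutamide replicate 1 or 2 gave 414, 491, 585 and 458, all within 1.5 times of the paper's number, while the others did not. Chosen after seeing the values, a 1.5-fold cutoff gave 488 with edgeR, 297 with DESeq2 and 463 with limma on log2(FPKM + 1), also within 1.5 times.

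DHT changed 4122 genes, against the paper's 2048. The alternatives set beforehand that came within 1.5 times were DESeq2's Wald test with 2893 genes and the equal-variance two-group test with 2269 and, without the filter on variance, 2215. Of the cutoffs chosen after seeing the values, 1.5-fold came within 1.5 times with edgeR (2696), DESeq2 (2212), limma on log2(FPKM + 1) (2578) and the two-group test with and without the filter (1595 and 1399).

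Both ligands changed 748 genes, and the paper gives 358. DESeq2's Wald test gave 369, and leaving out vehicle replicate 1, vehicle replicate 2 or enzalutamide replicate 2 gave 391, 464 and 436, within 1.5 times of the paper's number, unlike the other alternatives set before the files arrived. JQ-1 co-treatment reversed 206 shared genes by at least 2-fold, against 57 in the paper. No alternative came within 1.5 times of it. The nearest by ratio were 31 with the two-group test with the filter on variance, 111 with DESeq2 and 120 without vehicle replicate 1.

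The paper states that enzalutamide changed more genes in androgen-depleted than in androgen-replete medium. In the main fits the order was the opposite, with 808 genes in charcoal-stripped serum and 1181 in full serum. Of the alternatives set before the files arrived, the order was as the paper states with the replicate block (1323 and 1235 genes), limma on log2(FPKM + 1) (4709 and 575) and limma on log2(FPKM + 0.1) (4680 and 559). Without enzalutamide replicate 1, 2 or 3 or vehicle replicate 2 in full serum, the number there was 453, 455, 406 or 642, below the 808 of charcoal-stripped serum. The other settings kept the opposite order. With every fold change cutoff, all chosen after seeing the values, the order was as the paper states, for example with 488 and 214 genes for edgeR and 297 and 192 for DESeq2 at 1.5-fold, and with 161 and 76 for edgeR and 123 and 64 for DESeq2 at 2-fold. The same held for limma on log2(FPKM + 1), with 463 and 91 at 1.5-fold and 86 and 15 at 2-fold, and for the two-group test with the filter on variance (101 and 72, then 41 and 15) and without it (66 and 54, then 31 and 12).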

Other observations

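Few reads were counted on genes in charcoal-stripped serum, 5.1296% to 7.6637% of the assigned reads against 72.97% to 77.813% in full serum. Lower sequencing depth was weighed first, and the median sum of all reads in full serum was 1.0744 times that in charcoal-stripped serum, so depth does not account for it. Counting on the strand opposite to the gene is a candidate explanation for strand-specific libraries. Genes with little RNA by FPKM beside an abundant gene on the opposite strand had 45.181 times the median count level of other such genes in charcoal-stripped serum, but the excess was also 5.1416 times in full serum, above the cutoff of 2 written before this ratio was calculated, so the test does not separate the explanations. Over 28 such genes the change of the counts with DHT correlated with the FPKM change of the opposite gene with a Pearson r across genes of 0.25857, and with that of the gene itself with 0.32065, which is not what the explanation predicts. The predictions on strand and on depth were written after the low share of reads was seen. The cause of the low share remains open. The shared ligand genes did not hold more genes with an exon-overlapping opposite-strand gene than other tested genes, but fewer (22.074% against 27.192%, p = 0.0034331 from Fisher's exact test).

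Genes changed by enzalutamide in MR49F cells in full serum mostly changed in the direction seen in V16D cells, and this held for 96.629% of the 979 shared genes. The log2 fold changes correlated across genes with a Pearson r of 0.541 and a Spearman rho of 0.468, and genes are not independent replicates. Without MR49F vehicle replicate 1, which lies far from the other vehicle samples, 95.598% of 1863 shared genes changed in the same direction. After regression on gene length and GC content, which 88.725% of the tested genes have, r was 0.55838 (0.55436 before in the same genes). Expression level was tested with 1000 matched gene sets, and 0 of them had a median in MR49F cells as low as that of the V16D-decreased genes. V16D RNA in the enzalutamide-treated MR49F samples would raise genes abundant in V16D and nearly absent in MR49F cells. Only 8 such genes exist, fewer than the 10 set as a minimum. Their median log2 fold change was 0.61811, with 5 of the 8 above 0 (p = 0.363 from an exact binomial test). Of the 8, 0 were increased past the threshold. These few genes do not decide, so the pattern cannot be told apart from that explanation. A partial response of MR49F cells to enzalutamide in full serum may be a biological explanation, left as a hypothesis. In the 100 splits of both lines' samples, the real one alone gave as many shared genes, and for the set median 1 of the 10 splits did, the smallest share that 3 samples against 3 allow.

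Genes increased by DHT in charcoal-stripped serum had lower estimates with enzalutamide in MR49F cells in full serum. In 0 of 1000 expression-matched sets was the median as low. The median was -0.10321 without MR49F vehicle replicate 1 and -0.089267 with the set defined from FPKM in place of counts, where 2620 of 3406 genes were below 0. The real split was the only 1 of 10 with as large a shift, in V16D as in MR49F cells, so a shift that arose by the choice of groups cannot be ruled out by splits alone. That enzalutamide slightly lowers androgen-driven expression in MR49F cells in full serum is a hypothesis that the data may fit.

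The number of genes past the threshold was lower in MR49F than in V16D cells, but the spread between replicates was higher. Without MR49F vehicle replicate 1 the MR49F number rose from 1181 to 2533, as predicted if the spread bears on the count, and part of the difference in counts may therefore be technical.

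For the shared genes moved against the ligand by JQ-1 (77.018%), 8 of 100 splits drawn from 200 gave as high a percentage. The splits other than the real one had a median of 74.419%. They still divide samples with and without JQ-1 unevenly and so hold part of any JQ-1 effect. They cannot decide whether the percentage is unusual. Shared genes were also chosen for being high or low in the ligand samples without JQ-1, which may raise the percentage. The counts of genes reversed past the threshold, at 2-fold and at any fold change, were each reached by 1 of 100 splits, the real one. For enzalutamide, DHT and the direct comparison of the ligands, each single comparison of 3 samples against 3 had 1 of 10 splits with as many genes, as had enzalutamide in V16D and in MR49F cells in full serum, and none of these shares can be smaller. For genes shared by the ligands 2 of 100 splits drawn from 840 gave as many. For the larger change with DHT 1 of 10 gave as high a percentage, and the others gave 78.209% to 82.487% (median 81.417%). The others mix the samples of both ligands unevenly, so these values are no chance level.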
